A study of Mus musculus with 12 samples.

How the data were processed

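Total RNA was isolated from cultured immortalized mouse corneal endothelial cells with a column kit and sequenced, per the labels' protocols. The samples fall by genotype and passage into 4 groups of 3, and the group of each sample was taken from its title. The replicates carry numbers within each group, but the labels do not say whether they are separate cultures, separate derivations of a line or repeat preparations. Genotype and cell line cannot be separated, since each group represents one genotype and no label names more than one line per genotype. The comparisons were knockout against wild type at early and at late passage, as the series' design states. The labels give wild-type early replicates 2 and 3 the same sequencing sample index. Whether they are one library could not be checked without per-sample values.

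The data used were 2 tables of the authors' own comparisons, one per stage. Per-sample values were not analysed here. Per the file headers, the columns are those that limma's topTable writes, with gene symbol and biotype added. The aligner, the counting, the genome build, the filter on low expression, the normalization and the test are not stated. Fold changes and average expression were deposited by the authors on a log2 scale, as the column names and values show. The t statistic and the log odds of differential expression were deposited by the authors and are treated as a score with no fixed range. The p-value and adjusted p-value of each gene were deposited by the authors. The direction, knockout over wild type, was taken from the table names.

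Several properties of the tables were checked before use. Average expression was identical in both tables for all 13966 genes. The t statistics and p-values implied the same total degrees of freedom, 18.87, in all of the 400 genes examined per table. The deposited adjusted p-values equalled the Benjamini-Hochberg adjustment over the rows of a table, with a largest difference of 3.11e-15. The average expression values, raised as powers of 2, summed to 913945, close to the total of a CPM scale. These properties are those of one moderated linear model over all samples on a CPM-like scale, but no header or label records it. A filter that the authors applied before deposition can have removed genes that are silent in most samples, which limits what can be said of a gene that is not listed. Library depth is unknown, so counting error and detection floors are not given.

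The standard error of each fold change was computed as the authors' fold change divided by t. Genes were called at an adjusted p-value below 0.05, as deposited. The late minus early difference of the knockout effect was tested with its own standard error, the root of the sum of the squared standard errors, with 18.87 degrees of freedom and Benjamini-Hochberg adjustment over all genes. The design fixed before the data were examined planned this test, and the gene list tests, on per-sample values. That design said to run no test if only the authors' statistics were given, and no stage difference test without per-sample values. Both kinds of test were run on the authors' statistics all the same, which departs from the design. The stage difference test assumes no covariance between the comparisons, and a version with the standard errors added, which bounds any covariance, was run beside it. Gene lists were tested with cameraPR of limma, two-sided, on the t statistics with an inter-gene correlation of 0.01. Of the 6 lists written, that of mitochondrially encoded genes had 0 members listed and was left out, which left 10 tests over the stages. The stage differences of the lists were adjusted apart, over the 5 lists tested. Marker lists were tested the same way, with adjustment over 27 tests.

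The genes named in the report were chosen by a rule fixed before the data were examined. It takes Slc4a11, the 4 most increased and 4 most decreased genes of each stage, the 3 most increased and 3 most decreased shared by both stages, the 3 of each sign with the greatest stage difference, and a few genes fixed beforehand, of which 5 are given and the rest is not reported here. Predicted genes and pseudogenes were passed over. The rule also asked that knockout and wild-type values not overlap and that the higher group mean reach 10 on a CPM or similar scale. Neither condition could be applied to the tables, and an average expression of at least log2 of 10 (3.32) was used in their place, which 9273 genes met. That condition passes over genes that are near silent in most groups.

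Gene coordinates, strand, overlapping genes, transcript length and GC content came from GENCODE mouse release M21 (GRCm38), matched by Ensembl identifier. The build used by the authors is not stated. Of the listed identifiers 13955 matched and 11 did not, and 13677 had the same symbol. Medians per chromosome were tested with 10000 rotations of the fold changes along the gene order, two-sided, with adjustment over 60 tests (20 chromosomes, 2 stages and their difference). Calculations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

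The derived tests were tested on simulated data. With 13966 simulated genes, 173 of 200 planted stage differences (86.5%) were recovered and 14 other genes were called. Those others include a set of 60 genes lowered in the simulated early knockout, so the 14 are not a count of false calls. Most simulated genes had no change, unlike the data, where a stage difference was called for 76.7%. The derived t differed from that of limma's own fit by at most a relative 6.46e-13. The rotation test called the 1 planted chromosome and 0 others among 13953 genes.

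The alternatives tried were a minimum average expression of log2 of 10, centring on the median fold change, on a lowess trend in average expression (span 0.3) or on one in transcript GC content, protein-coding genes alone, leaving out chromosomes 14 and X, 8 degrees of freedom, a test against a 2-fold change, added standard errors, and for gene lists ranks of t, fold change as the statistic and an inter-gene correlation of 0.1. The minimum average expression was planned before the data were examined, and the others were chosen after seeing the data.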

Results

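RNA was measured by sequencing in immortalized mouse corneal endothelial cells (MCEnC), a cultured line of the cell layer that covers the inner face of the cornea. The cells either lacked Slc4a11 (Slc4a11-/-, called knockout here) or carried it (Slc4a11+/+, wild type). Slc4a11 encodes a membrane transporter of the solute carrier 4 family. Each genotype was sampled at an early and at a late passage, passage being the number of times the culture had been split and replated. The early stage held knockout cells at passage 7 and wild-type cells at passage 6. The late stage held knockout cells at passage 40 and wild-type cells at passage 39. The labels give 3 samples in each of the 4 groups, 12 in all. The comparisons implied by the design are knockout against wild type at the early stage, the same comparison at the late stage, and the overlap between them.

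The values analysed were the authors' comparison of the genotypes at each stage, one table per stage, with no per-sample values. Each authors' deposited table listed the same 13966 genes, of which 12303 were protein-coding, 892 were pseudogenes and 771 had other biotypes. Average log2 expression in the authors' deposited table ran from -3.70 to 14.03, with a median of 4.61. The depth of each library is unknown, and so no interval based on counts is given. The precision of a fold change is given by the standard error (SE) implied by the authors' fold change and t statistic. The median implied SE was 0.0773 on the log2 scale at the early stage and 0.0778 at the late stage. It was larger for genes of low expression, with an early median of 0.238 below an average log2 expression of 3.32 and 0.0594 at or above it.

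The targeted gene was examined first. Slc4a11 (ENSMUSG00000074796) is a protein-coding gene on the minus strand of chromosome 2, from 130684113 to 130697519 in GRCm38, and no other annotated gene overlaps it. Its average log2 expression in the authors' deposited table was 1.03, which is among the lowly expressed genes. In the authors' deposited table for the early stage its log2 fold change (knockout over wild type) was -1.37 (implied SE 0.210, adjusted p 5.07e-06). In the authors' deposited table for the late stage the log2 fold change was -1.61 (implied SE 0.209, adjusted p 9.19e-07). Both decreases were larger than the error of the fit. Tested against a 2-fold change in place of no change, the early decrease was not past the threshold (adjusted p 0.134) and the late decrease was (adjusted p 0.0324). The tables hold gene totals, so reads from the exons removed and from the exons retained by the targeted allele could not be told apart.

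The first comparison asked which transcripts differed between the genotypes at early passage. By the authors' deposited table for the early stage, 12042 of the 13966 genes (86.2%) had an adjusted p below 0.05, of which 6057 were higher and 5985 lower in knockout cells. Among genes at or above an average log2 expression of 3.32 the majority was lower, with 3810 higher and 4450 lower. A change of at least 2-fold was listed for 5875 of the 12042 called genes (48.8%), with 3109 higher and 2766 lower. The median absolute log2 fold change over all genes was 0.807 in the authors' deposited table, and the values ran from -10.79 to 11.16. Called genes included fold changes as small as 0.0773 on the log2 scale. Among protein-coding genes 88.4% were called, and among pseudogenes 64.1%. The setting that moved the count most was a test against a 2-fold change, which called 4690 genes.

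The genes named for the early stage were those with the greatest change among genes that met a rule on expression and annotation, so a few listed genes lie beyond them. In the authors' deposited table the greatest increases under that rule were those of Sfrp1 (ENSMUSG00000031548, chromosome 8, 23411502 to 23449632) at 10.65 (implied SE 0.448, adjusted p 1.34e-14) and Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) at 10.62 (implied SE 0.353, adjusted p 3.27e-16). Dkk3 (ENSMUSG00000030772, chromosome 7, 112116017 to 112159057) followed in the authors' deposited table at 9.85 (implied SE 0.301, adjusted p 8.78e-17), then Prokr1 (ENSMUSG00000049409, chromosome 6, 87578591 to 87590743) at 9.65 (implied SE 0.511, adjusted p 5.35e-13). The greatest decrease under the rule in the authors' deposited table was that of the noncoding RNA Xist (ENSMUSG00000086503, X chromosome, 103460366 to 103483254), at -10.04 (implied SE 0.233, adjusted p 1.37e-18). Xist overlaps Tsix, which is transcribed from the opposite strand and is not among the listed genes, and whether reads were assigned by strand is not stated. Cdsn (ENSMUSG00000039518, chromosome 17, 35552128 to 35557180) was at -7.93 in the authors' deposited table (implied SE 0.200, adjusted p 4.53e-18). The authors' deposited table gave -7.28 for Grem1 (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646; implied SE 0.172, adjusted p 1.74e-18). It gave -6.66 for Itgb7 (ENSMUSG00000001281, chromosome 15, 102215995 to 102231944; implied SE 0.174, adjusted p 7.70e-18), again in the authors' deposited table. Sfrp2 overlaps the predicted gene Gm26771. The other genes named for this stage, apart from Xist, overlap no annotated gene.

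The second comparison asked the same at late passage. By the authors' deposited table for the late stage, 10425 genes (74.6%) had an adjusted p below 0.05, of which 5500 were higher and 4925 lower in knockout cells. After the median fold change of all genes was removed, which brings a split close to even, 4951 were higher and 5310 lower. A change of at least 2-fold was listed for 2960 of the 10425 called genes (28.4%), with 1293 higher and 1667 lower. The median absolute log2 fold change over all genes in the authors' deposited table was 0.440, with values from -10.44 to 9.39. Among protein-coding genes 77.7% were called, and among pseudogenes 46.2%. A test against a 2-fold change called 1914 genes, of which 705 were higher and 1209 lower, so that the share of higher calls was 36.8% against 52.8% in the test of any change.

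At the late stage the greatest increase in the authors' deposited table under the same rule was that of Grb10 (ENSMUSG00000020176, chromosome 11, 11930508 to 12038683), at 7.59 (implied SE 0.138, adjusted p 1.94e-19). Dkk3 was at 7.26 in the authors' deposited table (implied SE 0.194, adjusted p 6.11e-17). Slc38a4 (ENSMUSG00000022464, chromosome 15, 96994820 to 97055956) was at 6.48 in the authors' deposited table (implied SE 0.202, adjusted p 5.52e-16), and Zfp521 (ENSMUSG00000024420, chromosome 18, 13687013 to 13972787) at 6.43 (implied SE 0.286, adjusted p 1.13e-13). The greatest decrease under the rule was that of Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884), at -10.27 in the authors' deposited table (implied SE 0.361, adjusted p 3.25e-15). Xist was at -9.71 in the authors' deposited table (implied SE 0.276, adjusted p 1.46e-16). Myo7a (ENSMUSG00000030761, chromosome 7, 98051060 to 98119524) was at -6.64 (implied SE 0.255, adjusted p 1.18e-14) and Mgll (ENSMUSG00000033174, chromosome 6, 88724412 to 88828360) at -6.18 (implied SE 0.166, adjusted p 6.99e-17) in the authors' deposited table. Zfp521 and Mgll overlap other annotated genes, so their totals are uncertain where reads could be shared. Igfbp5 and Myo7a were called at the early stage too, at -1.79 and -1.23 in the authors' deposited table.

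The overlap of the comparisons asked which genotype differences were shared by both stages. From the authors' deposited tables, 9239 genes were called at both stages. Of these 6515 (70.5%) changed in the same direction, 3346 higher and 3169 lower in knockout cells at both. With the medians removed the split was 3079 higher and 3371 lower, and with the minimum average expression 2083 higher and 2293 lower. The other 2724 of the 9239 genes changed in opposite directions, 1277 of them higher early and lower late and 1447 lower early and higher late. A further 2803 genes were called at the early stage alone, 1186 at the late stage alone and 738 at neither. A call at one stage alone does not by itself show that the effect differed between stages. In the direct test of the late minus early difference, 3338 of the 3989 genes called at 1 stage only had a called difference. The odds ratio between direction early and direction late was 5.74 (95% interval 5.24 to 6.28, Fisher's exact test across genes, which are not independent replicates). Of the 2238 genes called with at least a 2-fold change at both stages, 2001 (89.4%) changed in the same direction, 1005 higher and 996 lower. Across genes, Pearson's r between the fold changes of the stages was 0.632 and Spearman's rho was 0.481. The setting that moved the shared count most was again the test against a 2-fold change, with 1280 genes shared in direction, 573 higher and 707 lower.

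**Figure D1:**
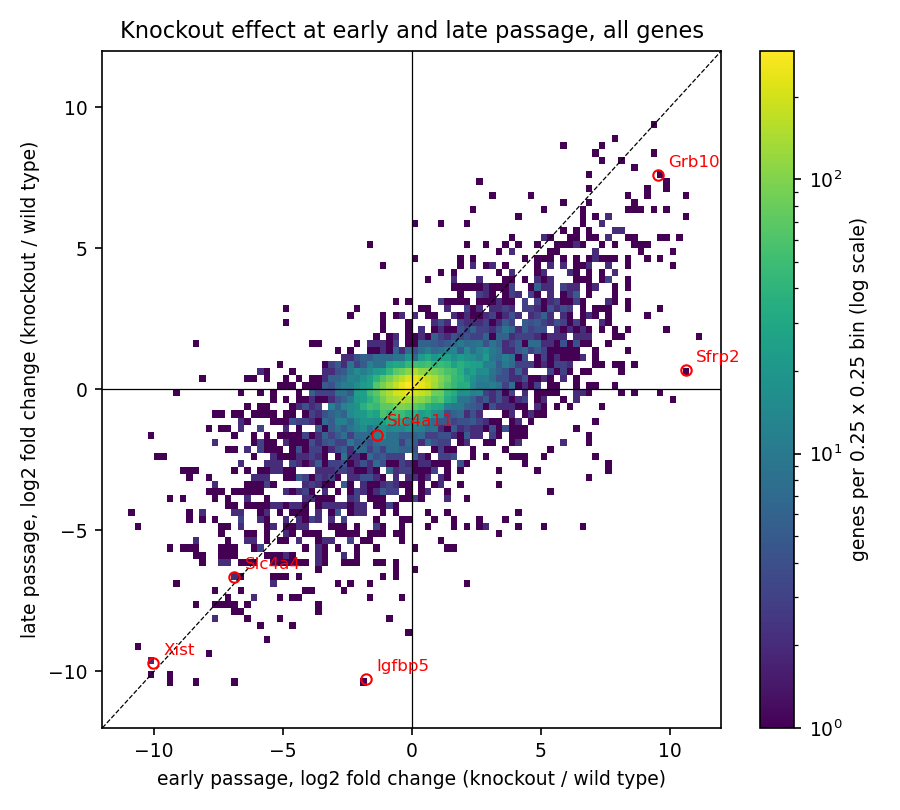
Density of the 13966 genes by log2 fold change (knockout over wild type) in the authors' deposited table at early passage (x axis) and late passage (y axis), with colour giving the number of genes per bin on a log scale and the dashed line marking equal fold changes. Most genes lie along a line flatter than the dashed one (least-squares slope of late on early 0.433), Xist and Slc4a4 lie near the dashed line, and Sfrp2 and Igfbp5 lie far from it.

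Among genes shared in direction that met the rule, those with the greatest smaller fold change of the stages were Grb10, Dkk3 and Slc38a4, which were higher, and Xist, Grem1 and Itga7, which were lower. In the authors' deposited tables Grb10 was at 9.54 early and 7.59 late, Dkk3 at 9.85 and 7.26, and Slc38a4 at 8.86 and 6.48. Grem1 was at -7.28 early and -5.83 late in the authors' deposited tables. Itga7 (ENSMUSG00000025348, chromosome 10, 128933818 to 128958282) was at -5.52 early (implied SE 0.0974, adjusted p 2.78e-20) and -5.50 late (implied SE 0.117, adjusted p 2.45e-18) in the authors' deposited tables. Itga7 overlaps Mettl7b in the annotation.

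The 5 genes given next were fixed before the data were examined because the study concerned ion transport, mitophagy and p53. All 5 were called at the early stage and 4 at the late stage, and the counts were the same when p was adjusted over the 5 genes alone. The 5 genes are part of a longer fixed list, the rest of which is not reported, so the counts do not describe that list. Slc4a4 (ENSMUSG00000060961, chromosome 5, 88886818 to 89239653), a bicarbonate cotransporter, was at -6.89 early (implied SE 0.268, adjusted p 3.83e-15) and -6.66 late (implied SE 0.326, adjusted p 5.30e-13) in the authors' deposited tables. Atp1b1 (ENSMUSG00000026576, chromosome 1, 164437109 to 164458355), a subunit of the sodium-potassium pump, was higher early at 1.85 (implied SE 0.0755, adjusted p 8.21e-15) and lower late at -1.23 (implied SE 0.0695, adjusted p 4.69e-12) in the authors' deposited tables. Atp1b1 overlaps Nme7. The autophagy gene Stx17 (ENSMUSG00000061455, chromosome 4, 48124915 to 48186507) was at 1.19 early (implied SE 0.0612, adjusted p 3.47e-13) and 0.45 late (implied SE 0.0590, adjusted p 1.06e-06) in the authors' deposited tables. The p53 target Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was at -0.42 early (implied SE 0.0442, adjusted p 2.99e-08) and -0.87 late (implied SE 0.0439, adjusted p 7.77e-13) in the authors' deposited tables. Mdm2 (ENSMUSG00000020184, chromosome 10, 117688875 to 117710758), another p53 target, was at -1.03 early (implied SE 0.0508, adjusted p 1.81e-13) in the authors' deposited table. Its late value of -0.041 in the authors' deposited table was within the error (implied SE 0.0511, adjusted p 0.481).

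**Figure D2:**
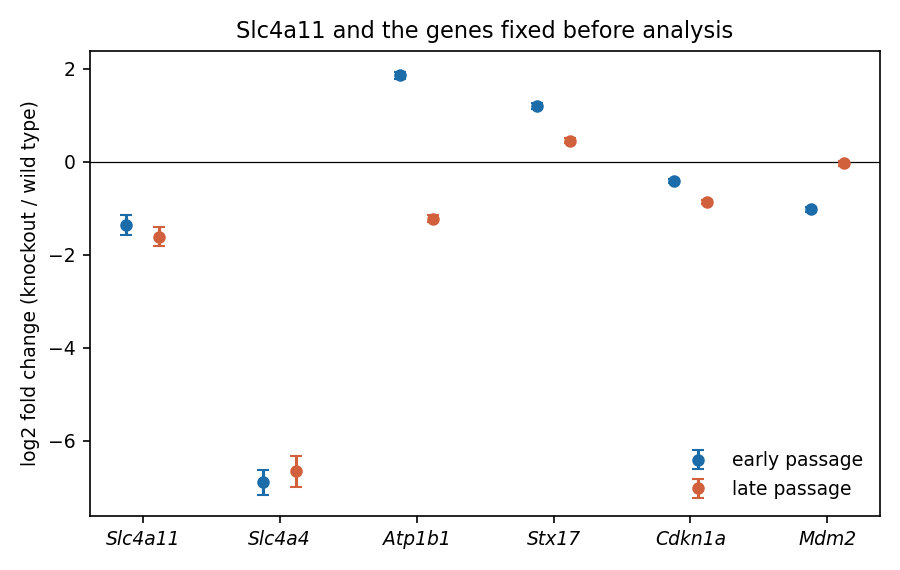
Log2 fold change (knockout over wild type) of Slc4a11 and the 5 genes fixed beforehand in the authors' deposited tables at early and late passage, with bars of 1 standard error implied by the authors' fold change and t. Atp1b1 lies above 0 early and below 0 late, Mdm2 lies at 0 within its error late, and Slc4a4 has the lowest value at both stages.

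Gene lists fixed before the data were examined were tested against all other genes with limma's cameraPR on the authors' t statistics. The lists were fixed beforehand, but the design had planned their test only on per-sample values. The value of a list is its median log2 fold change minus the median of all genes, and p was adjusted over 10 tests. Glycolysis genes (18 listed) were lower in knockout cells at both stages, by the authors' deposited tables, with a value of -1.44 early (adjusted p 0.000190) and -0.71 late (adjusted p 0.000329). Of the 18, 13 were called lower and 4 higher early, and 14 lower and 2 higher late. The p53 target list (39 genes) had a value of -0.65 early (adjusted p 0.00134, 26 called lower and 10 higher) and -0.24 late, where the test was not past the threshold (adjusted p 0.162). The solute carrier list (218 genes, ATPase pump subunits included) had a value of 0.052 early (adjusted p 0.374) and -0.30 late (adjusted p 0.00134, 117 called lower and 60 higher), and the early sign depended on the centring used. Nuclear genes of oxidative phosphorylation (79 genes) did not stand apart early (0.018, adjusted p 0.938) or late (adjusted p 0.696). Mitophagy genes (32 listed) did not stand apart either, with a value of 0.22 early (adjusted p 0.696) and -0.021 late (adjusted p 0.978). A difference between stages was tested for each list, with p adjusted apart over the 5 lists. None was past the threshold, with the lowest adjusted p for p53 targets at 0.0542 and glycolysis at 0.0916. With fold change in place of t as the statistic no list was past the threshold at either stage, with glycolysis at an adjusted p of 0.425 early. With an inter-gene correlation of 0.1, p53 targets early (adjusted p 0.198) and solute carriers late (adjusted p 0.487) were not past it, and glycolysis was at 0.0429 at both stages.

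**Figure D3:**
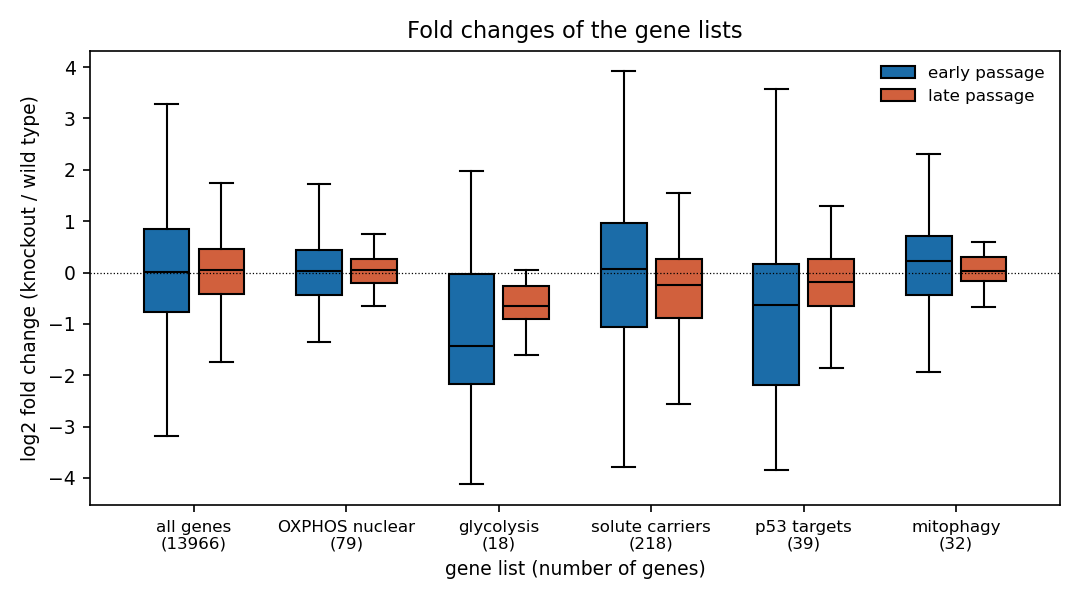
Boxes of log2 fold change (knockout over wild type, authors' deposited tables) for all genes and for the 5 gene lists tested at early and late passage, with the number of genes under each name, the median as a line, the quartiles as the box and whiskers to the farthest gene within 1.5 times the box height. The glycolysis boxes lie below 0 at both stages, and the boxes of all lists are narrower at late passage.

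The fold changes were also summarised by chromosome, for the 19 autosomes and the X chromosome. The median log2 fold change of the 446 listed genes on chromosome 14 was -0.81 early and -0.62 late, computed from the authors' deposited tables. On that chromosome 74.9% of genes were below 0 early and 85.4% late. A rotation test, which shifts the fold changes along the gene order of the genome, gave p 0.0001 at each stage, the smallest value its 10000 rotations can give (adjusted p 0.003 over 60 tests). The X chromosome had a median of -0.68 early and -0.48 late over 495 genes, which did not pass after adjustment (p 0.0125 and 0.015, adjusted p 0.180 for both). Rotated windows can lie over chromosome 14, whose median was lower, so this does not show that the X chromosome is unshifted. No other chromosome passed at either stage.

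**Figure D4:**
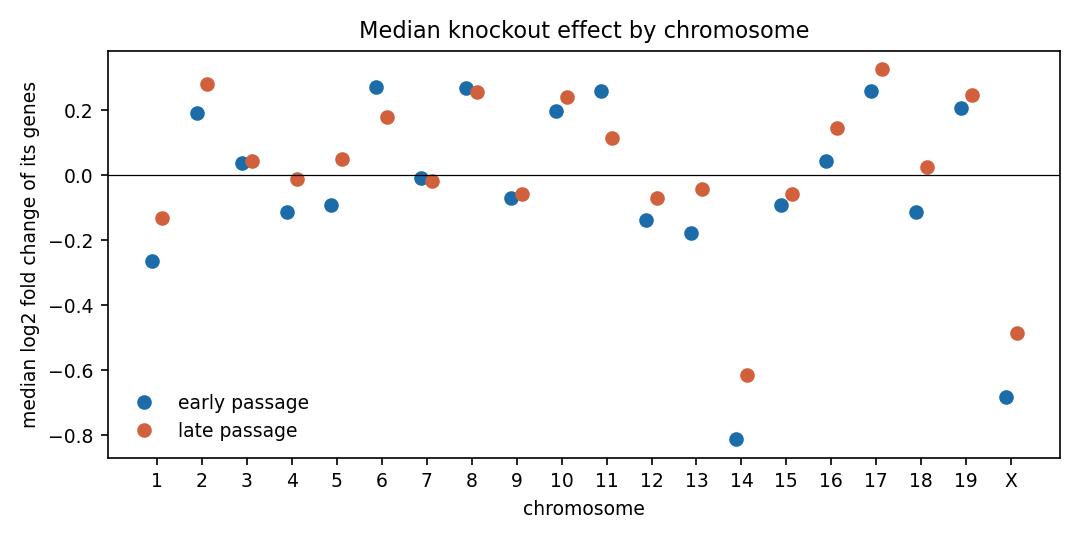
Median log2 fold change (knockout over wild type, authors' deposited tables) of the listed genes of each chromosome at early and late passage. Chromosome 14 (-0.81 early, -0.62 late) and the X chromosome (-0.68 early, -0.48 late) lie below the other chromosomes at both stages.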

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

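The results below are differences between the stages in the effect of the knockout, and the tests of technical explanations for them were chosen only after the differences were seen. The difference is the late minus the early log2 fold change, tested from the authors' fold changes and implied standard errors. The design had planned this test only for per-sample values. At an adjusted p below 0.05 it was called for 10711 genes (76.7% of those listed), 5180 of them higher late and 5531 lower late. With a minimum average expression that majority reversed, to 4099 higher and 3630 lower. Of the 24 genes named in the report or chosen for their stage difference, 20 had a called difference. Those without one were Slc4a11 (-0.24, adjusted p 0.460), Xist, Itga7 and Slc4a4.

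Some differences ran against the early direction. Megf6 (ENSMUSG00000057751, chromosome 4, 154170730 to 154275713) was at 3.68 early and -4.53 late in the authors' deposited tables, a difference of -8.22 (SE 0.246, adjusted p 4.10e-16). Atp1b1 differed by -3.08 (SE 0.103, adjusted p 1.80e-15), from higher to lower.

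Other genes changed far more at one stage than at the other. Sfrp2 differed by -9.93 (SE 0.463, adjusted p 2.03e-13), from 10.62 early to 0.69 late in the authors' deposited tables. Cdsn differed by 6.61 (SE 0.214, adjusted p 1.21e-15). Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) differed by 5.46 (SE 0.230, adjusted p 4.48e-14), from -6.49 to -1.03 in the authors' deposited tables, and Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) by 4.95 (SE 0.176, adjusted p 4.19e-15), from -5.35 to -0.40. In the other direction, Igfbp5 differed by -8.48 (SE 0.375, adjusted p 9.44e-14), Myo7a by -5.41 and Mgll by -3.62, with lower values late. Mdm2 differed by 0.98 (SE 0.0720, adjusted p 1.89e-10).

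The remaining genes kept their direction and differed in size. The difference was -4.43 for Sfrp1, -4.28 for Prokr1, -2.60 for Dkk3, -2.38 for Slc38a4, -2.14 for Zfp521 and -1.94 for Grb10, all of them higher in knockout cells and less so late. It was 2.07 for Itgb7 and 1.45 for Grem1, which were lower in knockout cells and less so late. Among the fixed genes it was -0.46 for Cdkn1a and -0.74 for Stx17. With the standard errors added, the highest adjusted p among the 20 genes was that of Zfp521, 0.00496.

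Technical explanations were tested on the 10711 calls. Covariance between the comparisons was bounded by adding the standard errors, which left 87.3% of the calls. Centring each stage on a trend in average expression left 93.4% of them, and centring on a trend in transcript GC content left 87.5%. None of these accounts for most of the differences. A swap of genotype labels at one stage goes against the data, since Slc4a11 was lower in knockout cells at both stages. A library batch shared by both genotypes within a stage would cancel in the ratio of knockout to wild type. The labels name no batch that parts the genotypes, and none was tested, since the tables hold no per-sample values. The tables give only the difference between genotypes, so a stage difference may arise from a change with passage in the knockout cells, in the wild-type cells or in both. Divergence of each line over its passages is therefore a hypothesis here, alongside a passage-dependent effect of the knockout itself.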

How the results depend on the processing

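The 2 counts of called genes, the shared count, the stage difference count, Slc4a11 and the gene lists were recomputed under each alternative that fits tables of fold changes. One of these, the minimum average expression, was planned, and the others were chosen after seeing the data. Of the 137 recomputed values for these results 114 kept their direction and side of the threshold or, for a count, stayed within 1.5 times of it whatever its split, 12 reversed, 7 lost significance and 4 counts moved by more than 1.5 times. Of 362 values for single named genes, 350 kept both, 11 lost significance and 1 reversed.

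The test against a 2-fold change moved the counts most. It called 4690 genes early (2496 higher, 2194 lower) against 12042, 1914 late (705 higher, 1209 lower) against 10425, 1280 shared in direction against 6515, and 3387 stage differences against 10711. The share of late calls that were higher was 36.8% under it and 52.8% in the test of any change. Slc4a11 early, at -1.37, was not past that threshold (adjusted p 0.134, against a range of 2.08e-07 to 0.134 over its 7 alternatives). Its change exceeds 2-fold, but its implied SE of 0.210 is large for this test, which Cdsn late passed at -1.32 with an SE of 0.0768. Centring turned the late majority from higher to lower: 4951 higher and 5310 lower with the median removed, 5030 and 5112 with the expression trend removed, and 5007 and 5257 with the GC trend removed, against 5500 and 4925. The early majority, 6057 higher and 5985 lower, also turned under these centrings (6014 and 6031, 5988 and 6003, 5982 and 5991). The shared majority did too, from 3346 higher and 3169 lower to 3079 and 3371, 3120 and 3221, and 3128 and 3336. The minimum average expression turned the majority early (3810 higher, 4450 lower), in the shared count (2083 and 2293) and in the stage difference (4099 higher and 3630 lower, against 5180 and 5531). Centring brings a split close to even by construction, so its reversals show no more than how near to even the splits were. The late majority stayed higher with the minimum average expression (3811 and 3568), among protein-coding genes alone (4931 and 4648) and with 8 degrees of freedom (5235 and 4734). Without chromosomes 14 and X the higher majority grew early (5857 and 5356), late (5387 and 4270) and in the shared count (3277 and 2651). Under the other alternatives the counts ran no higher than 12045 early and 10264 late. Of the early calls, 8248 were called again with the minimum average expression, which left 9273 genes to test, and 11225 after centring on the expression trend.

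The reversals concern results close to 0 that were past no threshold under any alternative run. With the minimum average expression, solute carriers early became -0.068, oxidative phosphorylation late 0.030 and mitophagy late 0.0089. Centring on the expression trend gave -0.023 for solute carriers early, 0.038 for oxidative phosphorylation late, 0.078 for mitophagy late and 0.014 for Mdm2 late. Centring on GC content gave -0.064 for oxidative phosphorylation early, -0.014 for solute carriers early and 0.016 for oxidative phosphorylation late. Protein-coding genes alone gave 0.023 for oxidative phosphorylation late and 0.0015 for mitophagy late, and leaving out chromosomes 14 and X gave 0.0036 for mitophagy late. The cause was not tested.

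The calls for gene lists depended on the test statistic. With fold change in place of t, glycolysis early (-1.44, adjusted p 0.425), p53 targets early (-0.65, adjusted p 0.118), glycolysis late (-0.71, adjusted p 0.472) and solute carriers late (-0.30, adjusted p 0.120) were no longer past the threshold. With an inter-gene correlation of 0.1, p53 targets early (-0.65, adjusted p 0.198) and solute carriers late (-0.30, adjusted p 0.487) were not, while glycolysis remained past it at both stages. Adjusted p over the alternatives ran from 1.67e-06 to 0.425 for glycolysis early, from 0.000226 to 0.472 for glycolysis late, from 0.000389 to 0.198 for p53 targets early and from 0.000422 to 0.487 for solute carriers late. The cause was not tested.

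Of the 11 losses among named genes, 5 were of Sfrp2 late, which was not past the threshold with median centring (0.63, adjusted p 0.0648, against a range of 0.0428 to 1 over its alternatives), either lowess centring, 8 degrees of freedom or the 2-fold test. The others occurred under the 2-fold test. Slc4a11 and Slc4a4 have no value under the minimum average expression, and Xist has none without chromosome X or among protein-coding genes alone.

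No paired analysis was possible because the tables hold comparisons of groups, with no values per sample to carry a replicate number. For the same reason rescaling between samples, no filter, another pseudocount or variance model, leaving out each replicate, other splits of the samples and an inter-gene correlation estimated from the data were not run. A fit shared by all 12 samples was not run separately, since the tables have the properties of such a fit. Depth is unknown, so its effect on lowly expressed genes, Slc4a11 among them, shows only in their larger standard errors.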

Other observations

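The tests of sex, copy number, flanking DNA, the size of the Slc4a11 decrease, expression, length and GC trends across all genes and mixtures of cell types were set down before their results were seen. The tests on the spread of fold changes, the later tests on chromosomes 14 and X, and those on p53 targets, on causes of the cell-cycle difference and on interferon-stimulated and ATF4 target genes were chosen only after the pattern was seen.

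The number of called genes was high at both stages. Across genes, Spearman's rho of fold change with average expression was -0.135 early and -0.106 late, and with transcript GC content 0.227 early and 0.0224 late. With transcript length it was 0.0018 early and -0.0931 late. Both length values are under 0.1 in size. Trends in expression and GC content are weak but present, but the number of calls hardly changed after centring on them. It was 11991 and 11973 early against 12042, and 10142 and 10264 late against 10425. Of the deposited calls, 11225 and 11021 were called again early and 9594 and 9928 late, so the trends do not account for the high number, while single genes near the threshold cannot be told apart from them. The fold changes were more spread early than late, with standard deviations of 2.02 and 1.39, and the ratio was 1.47 after the error variance was subtracted. The root mean square implied SE was 0.192 early and 0.193 late, which is small beside both. The tables have the properties of one model over all samples, which would pool the error. The implied errors therefore cannot show whether error was larger early. Of genes called at least 2-fold early, 89.2% had a smaller absolute value late, but of genes called at least 2-fold late, 45.7% had a smaller one early, so selection of extreme values at one stage alone does not give the asymmetry. The lines were thus more alike late, with a median absolute log2 fold change of 0.807 early and 0.440 late. The tables, without group levels, cannot tell which line changed with passage.

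The Slc4a11 decrease was modest for a knockout. Among the 492 genes within 0.25 of its average log2 expression, 16.3% had a lower fold change early and 12.2% late. Low expression thus left room for a deeper decrease. Transcripts from exons that the targeted allele retains are one hypothesis, and were not tested because the tables hold gene totals.

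A mixture of cell types was tested with marker lists written before those genes were examined, apart from the fibroblast marker Bgn, whose fold change had been seen. The value is the median fold change of the list minus that of all genes. Corneal endothelium markers were at 0.085 early and -0.92 late, and keratocyte or fibroblast markers at 1.64 early and -0.094 late, so neither shifted in the same direction at both stages by over 1. A mixture that differs by stage is not covered by that criterion. Corneal epithelium markers were at -0.73 early and -1.68 late, but 6 of 15 are listed. Melanocyte markers were at 0.66 and -0.27 with 4 of 11 listed, and vascular endothelium markers at 3.30 and 0.88 with 5 of 11 listed. For these lists too few genes are listed to tell, so a mixture may contribute. Within a single stage, shifts past the threshold were those of keratocyte or fibroblast markers early (adjusted p 3.90e-09, 14 of 17 higher), corneal endothelium markers late (adjusted p 1.81e-06, 16 of 21 lower) and corneal epithelium markers late (adjusted p 0.0206, 4 of 6 lower). Lists that differed between stages were keratocyte or fibroblast (-1.66, adjusted p 1.73e-10) and corneal endothelium (-0.84, adjusted p 0.0124). With an inter-gene correlation of 0.1, cameraPR gave p 0.0872 for the corneal endothelium difference and 0.0360 for corneal epithelium late, before adjustment. The former was thus not past the threshold under that setting, and the latter was close to it. Unadjusted p was 0.00173 for corneal endothelium late, and lower for keratocyte or fibroblast early and between stages. A mixture of cells at one stage therefore remains open.

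Cell-cycle genes differed between the stages. All 26 were lower in knockout cells early (-2.26, adjusted p 1.75e-13), and 19 of 26 were higher late (0.32, adjusted p 0.000855). The stage difference was 2.66 relative to all genes, with 26 of 26 higher, and 96.2% of it was left after centring on the expression trend. Growth rate and confluence at harvest are not recorded, and the pattern cannot be told apart from a different growth state of the cultures. Slower division of early knockout cells is a hypothesis of the same kind.

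Several of the most decreased genes were interferon-stimulated or targets of the stress-response factor ATF4. Lists of each were then written without the genes first seen. Interferon-stimulated genes were at -3.45 early and -1.80 late, with 34 of 36 lower at each stage (adjusted p 1.10e-35 and 2.00e-12). ATF4 targets were at -2.49 early, with 36 of 36 lower, and -0.73 late, with 34 of 36 lower (adjusted p 6.16e-53 and 2.29e-15). After centring on the expression trend the values were -3.36 and -1.82 for the interferon list and -2.39 and -0.59 for the ATF4 list. A lower interferon programme and a lower amino-acid stress programme in the knockout line, or a higher one in the wild-type line, are hypotheses consistent with these shifts. The culture conditions at harvest were not tested, and genes of one programme change together, so the p-values overstate how many independent changes there are.

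Xist was at -10.04 early and -9.71 late in the authors' deposited tables, which would follow if the knockout and wild-type cells came from mice of different sex. Of the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty, 0 of 4 are listed. Their absence would count against a male line that kept its Y chromosome only if the filter would have kept them. Xist is listed despite its difference between the lines. Other genes that the annotation places on the Y chromosome are listed (Erdr1 at -2.27 early and 0.52 late, Gm20775 at -0.19 and 0.31, in the authors' deposited tables). Whether these genes have copies on other chromosomes was not examined. Both change sign between the stages and Gm20775 is a pseudogene, so their listing does not show that the 4 would have been kept. The filter behind the tables is not stated, so a difference of sex is not excluded. Loss of an inactive X chromosome or of Xist expression in a female line would give the same Xist values. Loss of an inactive X alone would leave most X genes unchanged, but the 483 X genes outside a list of genes that escape inactivation had a median of -0.67 early and -0.54 late relative to the genome. Over all 495 X genes, a fit on transcript GC content and length changed the value from -0.69 to -0.48 early and from -0.54 to -0.51 late. The X shift did not pass the rotation test before the fit (adjusted p 0.180 at both stages) or after it (0.311 early, 0.208 late). Rotated windows can lie over chromosome 14, whose shift relative to the genome was larger (-0.82 early and -0.67 late). The rotation test therefore cannot decide whether the X chromosome stands apart. The evidence against loss of an inactive X alone rests on the medians and remains limited. The 11 escape genes were at -1.33 and -0.86, with 10 of 11 lower at each stage (cameraPR, adjusted p 0.000205 and 0.000476). With an inter-gene correlation of 0.1, cameraPR gave p 0.00370 and 0.00627 before adjustment. These tests compare the list with all genes, and a difference from the other X genes was not tested. The last blocks of the X chromosome differed from the rest late, with medians of -0.019, -0.10 and -0.24 from 134537256 to 170005736. Early the same blocks were at -0.29, -0.55 and -0.45 and the first block was at -0.53, so they did not all stand apart. The blocks were not tested. A loss of X sequence on the active chromosome or partial loss in a population of cells is a hypothesis, and no DNA measurement was used here. The values give only differences between the lines, so a gain in the wild-type line cannot be told apart from a loss in the knockout line.

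Copy number differences between the lines were examined through chromosome medians. In the rotation test 1 chromosome passed early and 1 late, chromosome 14 in both cases. Fits on transcript GC content and length left 85.6% of its shift early and 96.5% late, and a cubic fit on average expression left 98.3% early and 101.1% late. The shift was not carried by a short segment, since 10 of 10 consecutive blocks of its genes had negative medians at both stages. These tests leave a lower copy number of chromosome 14 in the knockout line, or a gain in the wild-type line, as a hypothesis. Mapping differences between mouse strains were not tested. Medians of the 20 chromosomes were related between stages, with Pearson's r 0.968 and Spearman's rho 0.875 (permutation p 1e-05 for each, the smallest 100000 permutations can give), and r was 0.902 without chromosomes 14 and X. For the stage difference, chromosome 11 passed (-0.16, adjusted p 0.040) but not after the fit on GC content and length (adjusted p 0.781), while chromosome 6 passed only after it (-0.28, adjusted p 0.002, against 0.669 before).

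The early decrease of the p53 list was examined for genes shared with the cell-cycle, ATF4 and interferon lists, which were Ddit4, Sesn2 and Tap1. Without these 3, the other 36 genes had a value of -0.59 (cameraPR, unadjusted p 0.00563), so these 3 genes alone do not account for it. Only genes written on both lists were removed, so the cell-cycle, ATF4 and interferon shifts are not excluded as a cause. That p used an inter-gene correlation of 0.01, and with 0.1 the full list was not past the threshold (adjusted p 0.198).

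Genes near Slc4a11 were examined because a targeted allele can carry flanking DNA of another strain. The 93 listed genes within 5 Mb had a median absolute fold change of 0.94 early and 0.52 late. Of 10000 random windows of as many genes, 17.8% had as large a value early and 16.4% late, so the region did not stand apart.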
